A study of Homo sapiens with 9 samples. Its data were reported in "Calreticulin Ins5 and Del52 mutations impair unfolded protein and oxidative stress responses in K562 cells expressing CALR mutants" (2019).

How the data were processed

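Total RNA of K562 cells with CALRwt, CALRins5 or CALRdel52 was measured on single-color Affymetrix HG-U219 arrays, 3 arrays per group, with sample numbers 1, 51 and 61 in each group. The authors normalized the signals with RMA and analyzed them in Partek, and the deposited values are log2 signals of 49386 probe sets, which the range and the near-equal quartiles of the 9 arrays bear out. Scale and centring are therefore known, and no ratio direction applies. The arrays were quantile normalized together, so a shift common to all transcripts cannot be seen. No genome build is named, so no positions are given.

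The 93 array control probe sets were left out, and 49293 probe sets were tested. Of these, 45253 had 1 gene symbol, 1327 had several and 2713 had none. Where a gene had several probe sets, the one with the highest mean over all arrays stood for it, which gave 18239 genes. The correlation of any 2 arrays lay between 0.977 and 0.9982, with at least 0.994 within a number and at most 0.988 between numbers.

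Tests used R 4.3.3 with limma 3.58.1 (linear model of the 3 groups, moderated spread, two-sided, Benjamini-Hochberg adjustment over all probe sets, threshold 0.05). The contrasts were the mean of both mutants, CALRdel52 and CALRins5 each against CALRwt, and CALRdel52 against CALRins5. The study used an unadjusted p of 0.01, and counts at that limit are given beside the adjusted ones. Gene lists were tested with camera (preset correlation 0.01, 1 probe set per gene, adjusted over 38 lists), with camera at an estimated correlation, and with fry, which tests whether the genes of a list move on balance one way and does not compare them with other genes. Fry and the estimated correlation called 0 lists in each of the 4 comparisons, with smallest adjusted p of 0.935 for fry and 0.804 for the estimated correlation. With the sample number as a block fry also called 0 lists in each, with smallest adjusted p of 0.679, 0.627, 0.762 and 0.48. The 38 lists held 1202 genes, of which 1110 (92.3%) were measured. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

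The groups, contrasts, tests, lists, rule for named genes and first set of alternatives were chosen before the data were examined. The rule names, for mutants against CALRwt, up to 15 genes per direction with the largest change among those past the adjusted p, with groups that do not overlap and a mean of at least 5 in the higher group. Where fewer than 10 pass, it fills to 10 from an unadjusted p under 0.01, and in the other comparisons it takes up to 5. It also names the genes that the study discusses, and of each list up to 4 members that pass over the list alone or else the 2 with the lowest p.

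Pairing by sample number was checked from the deviations of each array from its group mean. The 9 pairs of the same number correlated at 0.71 to 0.87 and the 18 pairs of different numbers at -0.6 to -0.11, so the numbers pair the samples. The fit with the number as a block is given as an alternative, since the description of the array analysis names no block, while the paper's general statistics name paired comparisons, and stands beside a result where it changes it. The labels call the numbers clones, while the paper speaks of independent experiments. Which of these they are was not settled, so a limma p-value covers the spread between these samples.

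The first set of alternatives held the block, the methods' analysis of variance without moderation, a robust spread prior that follows the signal level, a filter at the median level of 3.75, quantile normalization again, median centring, array weights, 1 probe set per gene, the mean of a gene's probe sets, and each array left out. After seeing the data the arrays of each number were left out, the analysis of variance was run with the block, number 1 was left out with the block, and the list counts of the other 3 comparisons were recomputed. Chance overlap of comparisons that share CALRwt was simulated with 30 data sets of unchanged groups, built from the mean of each number and independent noise with the spread of the fit with the block. After seeing the data the counts and the share of genes with groups that do not overlap were taken from the same 30 data sets.

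The tests were checked on simulated data with 200 of 49293 probe sets changed, in 20 draws. The noise was drawn separately for each probe set, so within a number the genes of a list did not vary together. Where they do in real arrays, the calls of the list tests may differ from those given here. For mutants against CALRwt limma recovered 26.7% of changes of 0.5 (log2), 68.1% of changes of 1 and 91.6% of changes of 2, with 0.2 false calls per draw. With the block it recovered 57.2%, 91.8% and 99.5%, with 7.65 false calls. A list of 35 genes moved by 0.2 was called in 20 of 20 draws by camera with the preset correlation, in 0 by camera with an estimated correlation and in 0 by fry, and with the block in 20, 1 and 12. The results of some genes and lists are not reported here.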

Results

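K562 cells, a human line derived from chronic myeloid leukemia, carried a retroviral vector with wild-type calreticulin (CALRwt) or with a mutant form found in myeloproliferative neoplasms, CALRins5 or CALRdel52. Calreticulin is a calcium-binding chaperone of the endoplasmic reticulum (ER). RNA of 9 samples was measured on Affymetrix HG-U219 arrays, 3 arrays in each of 3 groups, and the labels number the samples of each group 1, 51 and 61. The values were log2 RMA signals of 49293 probe sets, of which 45253 had 1 gene symbol, for 18239 genes. The median signals of arrays 1, 51 and 61 were 3.73, 3.74 and 3.75 in CALRwt, 3.75, 3.72 and 3.75 in CALRins5, and 3.74, 3.73 and 3.76 in CALRdel52. The number of arrays limits the precision. A limma p-value measures the spread between these samples, or with the block the spread that is left within numbers. Camera sets the genes of a list against other genes. With the preset correlation its p-value therefore does not measure how a list varies between samples. SEs of differences between CALR groups are from the fit without the sample number as a block, unless said. They include the spread between numbers.

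CALR itself was read by 2 probe sets that differed in opposite directions. The brighter one (11715374_a_at) had a mean of 7.41 ± 0.29 (SD, n = 6) in the mutants and 7.57 ± 0.10 (SD, n = 3) in CALRwt. The dimmer one (11715375_x_at) had 4.33 ± 0.37 (SD, n = 6) in the mutants and 3.86 ± 0.30 (SD, n = 3) in CALRwt. Neither difference passed the test (limma, adjusted p = 1 without and 0.873 and 0.851 with the sample number as a block). NGFR, the marker of the vector, lay near the lower end of the signal scale, at 3.42 ± 0.09 (SD, n = 6) in the mutants and 3.36 ± 0.07 (SD, n = 3) in CALRwt. Where these probe sets lie relative to the mutated end of CALR and to the vector's transcript is not known, so they check neither the transgene nor its level.

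The first comparison asked which transcripts differed between the cells with either mutant and those with CALRwt. ATP2A2, which encodes the SERCA2 pump that moves calcium into the ER, had a mean log2 signal of 9.76 ± 0.04 (SD, n = 6) in the mutants and 9.48 ± 0.10 (SD, n = 3) in CALRwt. The difference was 0.27 ± 0.06 (SE), with values of 0.32, 0.15 and 0.34 in numbers 1, 51 and 61, and a second ATP2A2 probe set differed by 0.36. TMEM201, a protein of the inner nuclear membrane, differed by 0.23 ± 0.05 (SE), and TMEM8B by 0.18 ± 0.05 (SE). These were the 3 genes with a bright signal, groups that did not overlap and an unadjusted p under 0.01, and no gene lower in the mutants met these conditions. None of the 3 passed the adjustment over all probe sets (limma, adjusted p = 1).

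Over all probe sets, limma called 0 higher and 0 lower in the mutants at an adjusted p under 0.05. Its unadjusted p was under 0.05 for 548 probe sets and under 0.01 for 37 (25 higher, 12 lower), against 2465 and 493 with an even spread of p-values. That even spread holds for unpaired arrays, and simulated unchanged groups that keep the differences between sample numbers gave 485 and 58.1 on average. With the sample number as a block the count past the adjusted p stayed 0, with 2664 probe sets under an unadjusted 0.05 and 400 under 0.01, against 2620 and 534 simulated. The methods' analysis of variance, with no sharing of spread between probe sets, also gave 0, with 937 and 126 under the same limits. The signals of the 6 mutant arrays did not overlap those of the 3 CALRwt arrays for 209 genes, 1.15% of 18239, where unpaired arrays give 2.38% by chance and the simulated groups gave 0.674%. An unadjusted p of 0.01 needed a difference of about 0.328 for a probe set of median spread, and of 0.232 with the block.

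**Figure D1:**
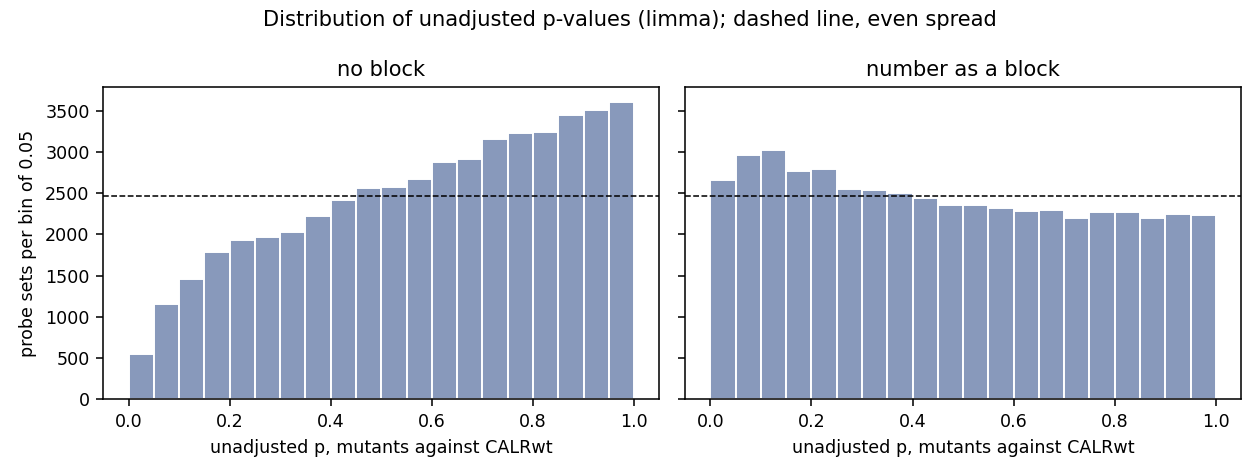
Histograms of the unadjusted p-values (limma) of 49293 probe sets for mutants against CALRwt, in bins of 0.05, without a block and with the sample number as a block; the dashed line is an even spread. Without the block 548 probe sets fall in the lowest bin, and with it 2664, where an even spread puts 2465.

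DNAJB9 and EIF2AK3, genes of the ER stress response, were lower in size in both mutants than in CALRwt, without passing the test over all probe sets. DNAJB9 (ERdj4), a cochaperone induced by the unfolded protein response, had 6.75 ± 0.20 (SD, n = 6) in the mutants and 7.27 ± 0.42 (SD, n = 3) in CALRwt, a difference of -0.52 ± 0.19 (SE, and 0.1 with the block). Its values in numbers 1, 51 and 61 were -0.25, -0.58 and -0.74. A second DNAJB9 probe set differed by -0.50, and the dim remaining one by 0.05. EIF2AK3, the PERK kinase that senses ER stress, differed by -0.27, -0.29 and -0.46 on its 3 probe sets. DDIT3 (CHOP) differed by -0.21 and -0.27, ATF4 by -0.10 ± 0.18 (SE, and 0.08 with the block) and PPP1R15A (GADD34) by -0.14 ± 0.35 (SE, and 0.09 with the block). These 3 differences lay in CALRdel52 (-0.35, -0.20 and -0.28 on the brightest probe sets of DDIT3, ATF4 and PPP1R15A), with -0.08, 0.00 and 0.00 in CALRins5. The chaperone gene HSPA5 (GRP78) went the other way, with 0.18 to 0.39 on 6 probe sets, in numbers 1 and 61 on each of them. In number 51 HSPA5 was lower on 4 (-0.09, -0.33, -0.31 and -0.30) and at 0.12 and 0.03 on the other 2. XBP1 differed by 0.03 ± 0.34 (SE, and 0.12 with the block). All of these differences of the mutants' mean had an adjusted p of 1 (limma), and between 0.851 and 0.982 with the sample number as a block. DDIT3, ATF4 and PPP1R15A did not pass in either mutant alone. With the block their adjusted p (limma) was 0.898 in CALRdel52 and 0.957 to 0.999 in CALRins5. The paper describes arrays of cells taken right after sorting and others after melittin, and the sample titles name no treatment. Its CHOP, ATF4, GRP78, GADD34 and ERdj4 values under ER stress came from qRT-PCR after hypoxia, tunicamycin or thapsigargin, relative to unstressed cells. After tunicamycin it added western blots of some of these. Arrays without a stress treatment do not test that response.

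OXR1, a gene of resistance to oxidation, had 7.05 ± 0.14 (SD, n = 3) in CALRins5, 6.96 ± 0.24 (SD, n = 3) in CALRdel52 and 7.22 ± 0.14 (SD, n = 3) in CALRwt on its brightest probe set. The mutants' mean differed from CALRwt by -0.22 ± 0.12 (SE). The differences in numbers 1, 51 and 61 were -0.60, 0.00 and -0.06, so number 1 held most of the difference, and without the arrays of number 1 it was -0.03. The other 2 OXR1 probe sets differed by -0.33 ± 0.14 (SE), with a dim signal of 3.68, and by -0.30 ± 0.14 (SE). OXR1 did not pass the test (limma, adjusted p = 1, and 0.851 with the sample number as a block). Among other genes of the oxidative stress response, SOD1 differed by 0.02, SOD2 by 0.04, SOD3 by 0.03 and GSR by 0.07. NFE2L2 differed by -0.22 ± 0.11 (SE), as much as OXR1, and GPX1 by 0.17 ± 0.11 (SE), so OXR1 did not stand apart by size. CANX differed by 0.03, ATF6 by 0.04, ERN1 by 0.09 and CDKN1A by 0.06, each on its brightest probe set and none past the test.

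**Figure D2:**
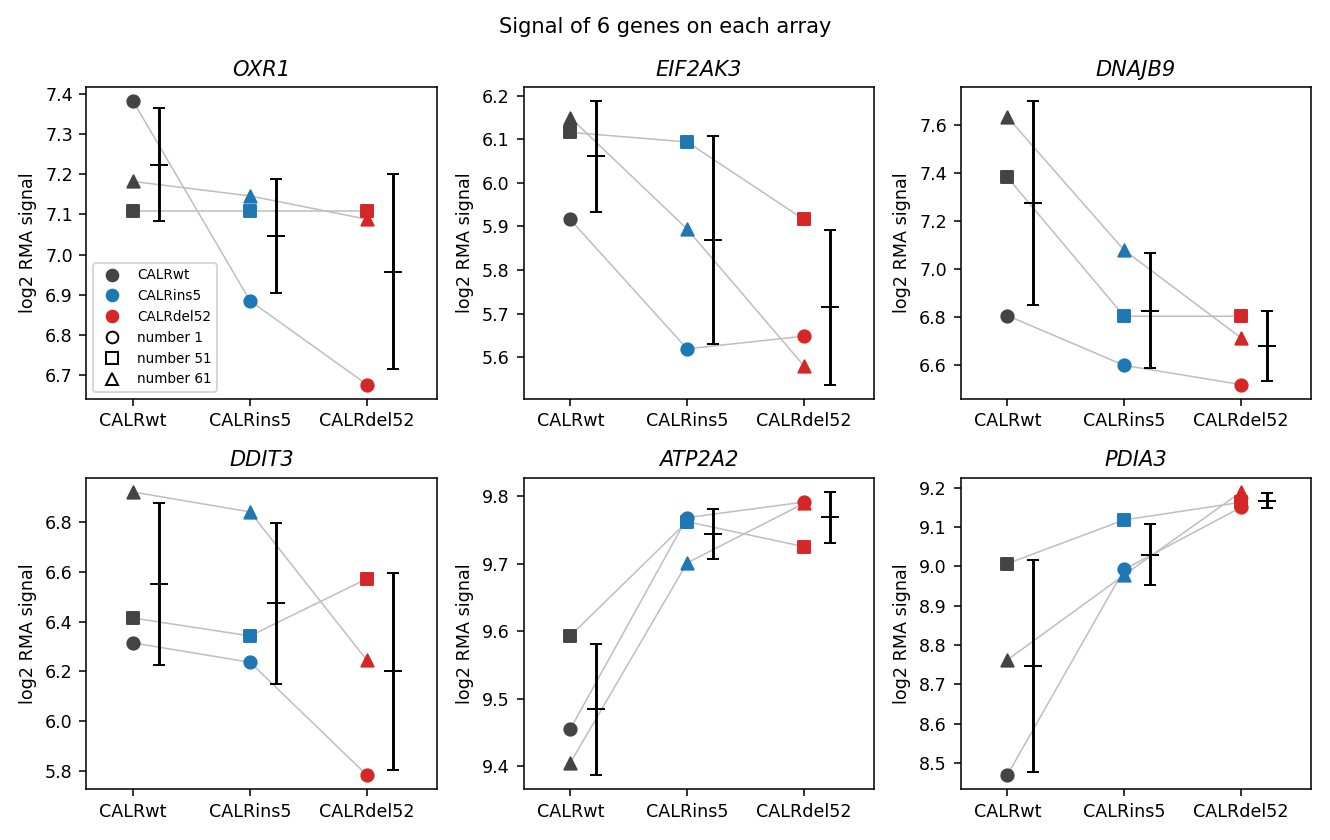
Log2 RMA signal of 6 genes (brightest probe set) on each of the 9 arrays by group; symbols give the sample number, grey lines join samples of 1 number, and black marks are the mean and SD of 3 arrays. ATP2A2 is higher on each mutant array (means 9.74 and 9.77) than on each CALRwt array (mean 9.48).

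PERK-ATF4 targets, the genes of amino acid supply and stress induced by ATF4, were the list that passed in the mutants. Of its 35 measured genes 26 were lower and 9 higher than in CALRwt, with a median difference of -0.088 and a mean of -0.152 (camera, adjusted p = 0.0216). The shift lay in CALRdel52, with 33 of 35 genes lower, while in CALRins5 21 were higher and 14 lower with a median of 0.037. The call was lost with a correlation estimated from the data (adjusted p = 0.981 with an estimated correlation), and 0 of the 35 genes passed when adjusted over the list alone, or over all genes. With the estimated correlation camera called 0 of 20 simulated shifts of 0.2 in a list of 35 genes. Its loss of the call therefore says little for or against the shift. SESN2, a stress-induced regulator of mTOR signaling, differed by -0.37 ± 0.25 (SE) and the aminoacyl-tRNA synthetase gene EPRS1 by -0.13 ± 0.10 (SE). The list carries the name of a pathway that the study picked on these samples, so its direction is not independent evidence. The median turned to 0.095 without CALRdel52 1 and to 0.050 without CALRwt 51. Fits without a single array had no block, so they let differences between numbers into the contrast. The call ended too without CALRins5 1 (camera, adjusted p = 0.292) and without CALRins5 61 (camera, adjusted p = 0.0609). The number of lists called was 6 without CALRwt 1, 5 without CALRdel52 51, 3 without CALRins5 51 or CALRdel52 61, 2 without CALRwt 61, and 0 without CALRdel52 1 or CALRins5 61.

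With the sample number as a block, fry called 0 lists (smallest adjusted p = 0.679) and camera with an estimated correlation 0 (smallest adjusted p = 0.824 with an estimated correlation). Camera with the preset correlation called 5 lists with the block, in place of 1. These were PERK-ATF4 targets (adjusted p = 0.00186) and immediate-early genes (0.0117), both lower, proteasome subunits (0.014) and erythroid genes (0.0143), both higher, and homologous recombination genes (0.0143), which were lower. Proteasome subunits had 30 genes higher and 2 lower with a median of 0.063, and erythroid genes 29 higher and 8 lower with 0.057. Immediate-early genes had 6 higher and 18 lower with a median of -0.066. Homologous recombination genes had 7 higher and 17 lower with -0.083, and the study named that pathway too, so its direction is not independent evidence. Without the block the adjusted p of these 4 further lists was 0.162 for proteasome subunits and immediate-early genes, 0.118 for homologous recombination and 0.608 for erythroid genes. No member of the 5 lists passed when adjusted over the list alone or over all genes, with or without the block.

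ER calcium handling genes were the list with a member that passed when adjusted over the list alone, ATP2A2 (limma, adjusted p = 0.0421, and 0.0483 with the block), 1 of 27 genes against 0 over all genes. That call ended when any single array other than CALRwt 51 was left out: the adjusted p was 0.233 without CALRwt 1, 0.228 without CALRwt 61, 0.119 without CALRins5 1, 0.107 without CALRins5 51, 0.075 without CALRins5 61, 0.113 without CALRdel52 1, 0.0733 without CALRdel52 51 and 0.119 without CALRdel52 61. It was 0.222 with a robust spread prior that follows the signal level, 0.258 with a filter on dim probe sets, 0.0527 with median centring and 0.0669 in the analysis of variance with the block. The difference of ATP2A2 itself stayed between 0.23 and 0.33 without any single array. ER chaperones and ERAD genes had 20 higher and 15 lower with a median of 0.028 (camera, adjusted p = 0.764), PDIA3 differing by 0.35 ± 0.11 (SE) and DNAJB9 by -0.52. When adjusted over the list alone 0 of its 35 genes passed, and with the block 3 did (PDIA3, DNAJB11 and DNAJB9, limma, adjusted p = 0.0427, 0.0217 and 0.0217). With the block 1 gene each also passed when adjusted over the list alone among mast cell and basophil genes (HDC, 0.43), stem and progenitor genes (MECOM, -0.26) and epithelial and fibroblast genes (COL6A2, -0.26). Adjustment over the list alone was repeated in 38 lists without correction across them. Some such calls can therefore arise by chance, that of ATP2A2 included.

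Other pathways that the study named showed no shift past the test in camera. UPR sensors and mediators had 9 genes higher and 9 lower (median -0.006), NRF2 targets 24 and 11 (0.037), antioxidant enzymes with OXR1 28 and 9 (0.029), non-homologous end joining 3 and 10 (-0.021), and hypoxia targets 15 and 20 (-0.028). GADD45 and p53 targets had 14 higher and 12 lower with a median of 0.024, a mean of -0.010 and a test toward lower. Translation initiation factors had a median of 0.006 with a test toward lower, and NF-kB targets had a median of 0.004 and a mean of -0.013. Medians were -0.003 for ubiquitin ligases, -0.045 for ERK-MAPK feedback targets and -0.015 for mitosis genes. None of these members passed when adjusted over the list alone or over all genes, and the members with the lowest p included NFE2L2 at -0.22 ± 0.11 (SE) and ABCC2 at 0.20 ± 0.05 (SE) with a dim signal of 3.04.

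Lists of blood lineages and of growth moved little in the mutants. Medians were 0.031 for megakaryocyte genes, 0.014 for T, B and NK cell genes, 0.029 for mast cell and basophil genes and 0.039 for interferon-stimulated genes. Monocyte and granulocyte genes (median 0.001) and cytosolic heat shock proteins (0.025) had medians above 0 and a test toward lower, and JAK-STAT5 targets (0.002), stem and progenitor genes (0.015) and epithelial and fibroblast genes (0.032) had medians above 0 with a mean and a test below. Medians were 0.037 for E2F and DNA replication genes, 0.043 for MYC targets and ribosome biogenesis, -0.002 for cytosolic ribosomal proteins, 0.031 for nuclear OXPHOS genes, 0.051 for cholesterol synthesis and 0.037 for base excision repair. They were -0.005 for BCL2 family and caspases, 0 for autophagy and lysosome genes and -0.012 for histone genes. None of these lists passed in camera, and without the block 0 of their members passed when adjusted over the list alone.

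The comparison of CALRdel52 with CALRwt asked what the deletion form does. PERK-ATF4 targets were lower, with 33 of 35 genes lower, a median of -0.235 and a mean of -0.328 (camera, adjusted p = 1.58e-05). All 32 measured proteasome subunits were higher, with a median of 0.091 (adjusted p = 0.0034), and 33 of 42 E2F and DNA replication genes were higher, with 0.063 (adjusted p = 0.0434). Immediate-early genes, the first transcripts induced by growth signals, had 20 of 24 lower with a median of -0.175 (adjusted p = 0.00487). The 4 calls were lost with a correlation estimated from the data (adjusted p = 0.925 with an estimated correlation, for each), and 0 members of the 4 lists passed when adjusted over the list alone or over all genes. The estimated correlation called 0 of 20 simulated list shifts in mutants against CALRwt and was not simulated for this comparison, so this loss decides little. PERK-ATF4 targets carry a name that the study picked on these samples and are not independent evidence.

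The median shift of PERK-ATF4 targets in CALRdel52 lay mostly in number 1. Their median difference from CALRwt was -0.708 in number 1, -0.027 in number 51 and 0.007 in number 61. The cystine transporter gene SLC7A11 differed by -3.05 in number 1, the stress regulators DDIT4 and ATF3 by -2.23 and -2.36, and CTH, an enzyme of cysteine synthesis, by -2.39, and these 4 genes were chosen after their values were seen. The same genes differed in number 51 by 0.03, 0.01, -0.06 and 0.07, and in number 61 by -0.44, -0.44, -0.06 and 0.18. DDIT3 differed by -0.53, 0.16 and -0.68 in numbers 1, 51 and 61, and PPP1R15A by -0.26, -0.08 and -0.49, so these 2 were lower in number 61 too. In number 1 the array control signal of the 5' part of ribosomal RNA, looked at after the result was seen, was 10.69 in CALRdel52, 9.19 in CALRwt and 9.35 in CALRins5. In numbers 51 and 61 CALRdel52 had 10.53 and 9.78 and CALRwt 10.59 and 10.1. Without CALRdel52 1 the list's median was 0.159 and 0 lists passed in this comparison, without CALRwt 1 or CALRdel52 51 the count was 7, without CALRdel52 61 it was 8, and without CALRwt 51 its median was -0.085 and its adjusted p 0.327. Proteasome subunits lost their call without CALRdel52 1 (median 0.003), CALRwt 51 (0.044) or CALRwt 61 (0.057). Immediate-early genes lost it without CALRdel52 1 (median -0.062) or CALRwt 61 (-0.012). E2F and DNA replication genes lost it without CALRwt 1 (0.074), CALRdel52 1 (0.084), CALRins5 51 (0.063), CALRdel52 51 (0.026) or CALRwt 61 (0.011). None of these fits had the block, so leaving out 1 array let differences between numbers into the contrast. For PERK-ATF4 targets those were large, with medians of -0.529 in number 1 and 0.691 in number 51, each against the other numbers. The pairs of numbers 51 and 61 had medians of -0.027 and 0.007, so 0.159 is not the shift within pairs.

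**Figure D3:**
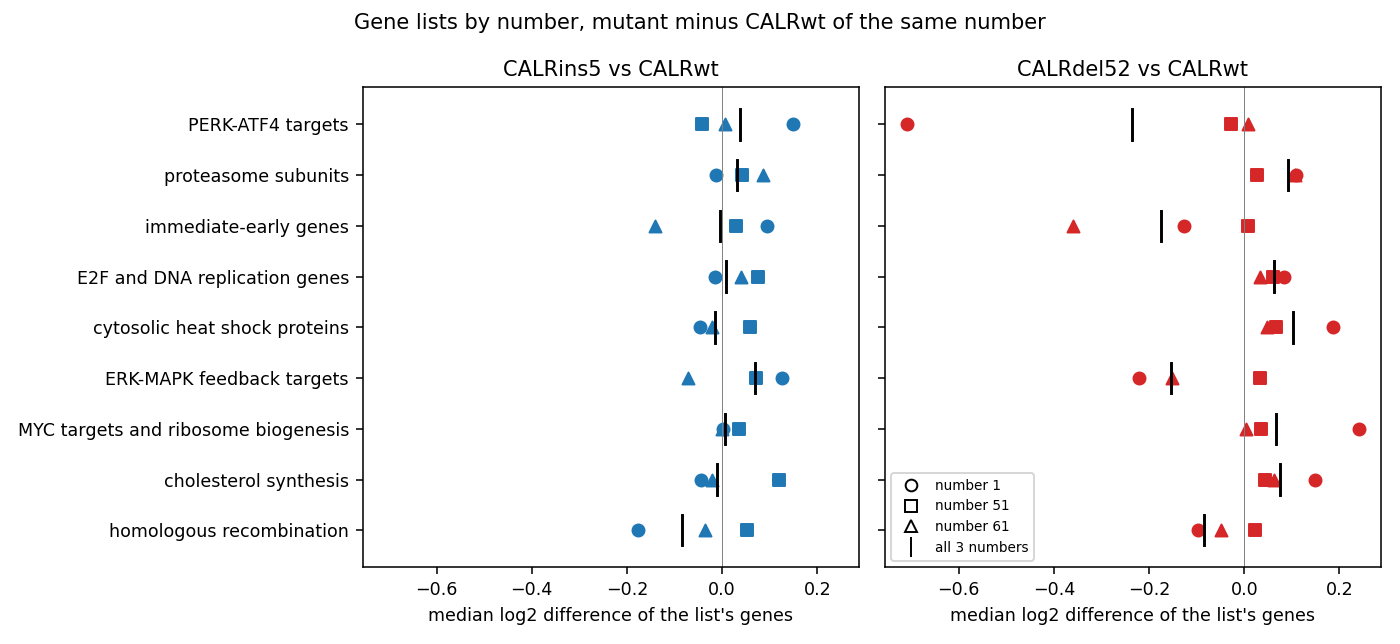
Median log2 difference from CALRwt of the genes of each list, by sample number (symbols) and over the 3 numbers (black bars), for CALRins5 and CALRdel52. PERK-ATF4 targets lie at -0.708 in CALRdel52 of number 1, and at -0.027 and 0.007 in numbers 51 and 61.

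By gene, ATP2A2 differed by 0.28 ± 0.07 (SE), TMEM201 by 0.26 ± 0.06 (SE) and B4GALT5, a galactosyltransferase gene, by 0.20 ± 0.06 (SE) between CALRdel52 and CALRwt, and no lower gene met the same conditions. DNAJB9 differed by -0.60 ± 0.22 (SE), EIF2AK3 by -0.35 ± 0.14 (SE) and PDIA3 by 0.42 ± 0.13 (SE). Over all probe sets limma called 0, with 461 at an unadjusted p under 0.05 and 21 under 0.01 (488 and 60.4 simulated), the fit with the block 0 with 2400 and 346 (2640 and 542 simulated), and the methods' analysis of variance 0 with 845 and 105. The 3 arrays of each group did not overlap for 649 genes, 3.56%, where unpaired arrays give 10% by chance and the simulated groups gave 3.43%. With the block camera called 10 lists in place of 4, and 0 with an estimated correlation (smallest adjusted p = 0.683 with an estimated correlation). Fry with the block called 0 (smallest adjusted p = 0.627). The 6 further lists were cytosolic heat shock proteins, erythroid genes, MYC targets and ribosome biogenesis, and cholesterol synthesis, all higher, and ERK-MAPK feedback targets and histone genes, both lower. With the block PDIA3, DNAJB11, DNAJB9, HDC and COL6A2 passed when adjusted over their lists alone, against 0 without it and 0 over all genes. These adjustments too were not corrected across the 38 lists.

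CALRins5 against CALRwt, the question of the insertion form, showed ATP2A2 at a difference of 0.26 ± 0.07 (SE) and TMEM8B at 0.24 ± 0.05 (SE). DNAJB9 differed by -0.45 ± 0.22 (SE), EIF2AK3 by -0.19 ± 0.14 (SE), OXR1 by -0.18 ± 0.14 (SE) and ATF4 by 0.00 ± 0.20 (SE). None passed the adjustment over all probe sets. Limma called 0 probe sets, with 573 at an unadjusted p under 0.05 and 40 under 0.01 (481 and 57.8 simulated), the fit with the block 0 with 2578 and 405 (2630 and 534 simulated), and the methods' analysis of variance 0 with 982 and 135. The groups did not overlap for 647 genes, 3.55%, against 3.43% in the simulated groups. PERK-ATF4 targets had 21 genes higher and 14 lower, a median of 0.037, a mean of 0.024 and a test toward lower (camera, adjusted p = 0.933), with medians of 0.149, -0.043 and 0.007 in numbers 1, 51 and 61. Camera called 0 of the 38 lists, with 0 by an estimated correlation and 0 by fry, and 0 lists at an unadjusted p under 0.05 in either of these. With the block it called 1, homologous recombination genes, with 18 of 24 lower and a median of -0.085 (adjusted p = 0.02, and adjusted p = 0.955 with an estimated correlation). Fry with the block called 0 lists (smallest adjusted p = 0.762). In camera without the block, CALRwt 1 or CALRins5 1 left out singly gave 1 list, CALRins5 51 gave 2, and CALRwt 51 or CALRins5 61 gave 3.

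CALRdel52 against CALRins5 tested the difference between the mutants. DUSP10, a phosphatase that inactivates p38 and JNK kinases, was at 5.31 ± 0.11 (SD, n = 3) in CALRdel52 and 5.70 ± 0.17 (SD, n = 3) in CALRins5, a difference of -0.38 ± 0.11 (SE), and GUSBP1, a pseudogene, differed by 0.27 ± 0.08 (SE). PERK-ATF4 targets were lower in CALRdel52 in 32 of 35 genes with a median of -0.334 (camera, adjusted p = 0.00032), -0.937 in number 1, 0.003 in number 51 and -0.025 in number 61. Cytosolic heat shock proteins were higher in 20 of 24 genes with a median of 0.147 (adjusted p = 0.000408). Immediate-early genes (median -0.165) and ERK-MAPK feedback targets (-0.126) were lower. MYC targets and ribosome biogenesis (0.061), proteasome subunits (0.061), E2F and DNA replication genes (0.051) and cholesterol synthesis (0.107) were higher.

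These 8 calls between the mutants were lost with a correlation estimated from the data (adjusted p = 0.804 with an estimated correlation, for each), and 0 members passed when adjusted over the list alone or over all genes. Here too the loss with an estimated correlation decides little, since that setting called 0 of 20 simulated list shifts in mutants against CALRwt. PERK-ATF4 and ERK-MAPK targets bear names of study pathways and are not independent evidence. All 8 calls ended without CALRdel52 1, with 1 other list called, and all 8 ended without the 3 arrays of number 1, with 0 called. Fits without a single array had no block, so they let differences between numbers into the contrast. Without CALRdel52 1 the medians were 0.096 for PERK-ATF4 targets, 0.059 for heat shock proteins, -0.082 for immediate-early genes, 0.015 for ERK-MAPK targets, 0.001 for MYC targets, -0.015 for proteasome subunits, 0.04 for E2F genes and -0.059 for cholesterol synthesis. Without CALRins5 51 the calls of PERK-ATF4 (-0.17), proteasome (0.009), ERK-MAPK (-0.127), immediate-early (-0.144), MYC (0.007) and cholesterol genes (-0.046) ended, and 4 lists were called. Without CALRins5 61 those of proteasome (0.043), ERK-MAPK (-0.026), immediate-early (-0.107), E2F (-0.001) and cholesterol genes (0.163) ended, and 4 lists were called. Without CALRins5 1 those of heat shock (0.119), E2F (0.009) and MYC genes (0.063) ended, without CALRdel52 61 those of MYC (0.033) and cholesterol genes (0.02), and without CALRdel52 51 that of E2F genes (-0.009). With the block camera called 11 lists, and 0 with an estimated correlation (smallest adjusted p = 0.54 with an estimated correlation), the further 3 being erythroid genes, higher, and JAK-STAT5 targets and histone genes, lower. Fry with the block called 0 (smallest adjusted p = 0.48). By probe set limma called 0, with 421 at an unadjusted p under 0.05 and 17 under 0.01 (484 and 60.6 simulated), the fit with the block 0 with 2070 and 263 (2630 and 528 simulated), and the methods' analysis of variance 0 with 758 and 98. The groups did not overlap for 492 genes, 2.7%, against 3.41% in the simulated groups.

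The transcripts that differed from CALRwt in both mutants were few in limma. At an unadjusted p under 0.01 in each, 3 probe sets were higher and 1 lower: 2 of ATP2A2 (0.28 and 0.35 in CALRdel52, 0.26 and 0.36 in CALRins5), 11754908_a_at (0.23 and 0.25) and the dim 11739283_a_at (-0.38 and -0.44), neither with a single gene symbol. These last 2 were named after their values were seen. Simulated unchanged groups against the same CALRwt arrays gave 9.43 such probe sets on average, and independent lists 0.00828 higher and 0.0013 lower. With the block 80 probe sets met the condition, against 116 simulated. Without the block the limma count was 42 without CALRwt 51, 19 without CALRwt 1, 9 without CALRwt 61, 7 without CALRdel52 51 and 2 without CALRdel52 61. The analysis of variance, the kind of test that the study used, gave more such probe sets, as given with the processing. No chance value was simulated for it.

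Differences from CALRwt in CALRdel52 and CALRins5 correlated at 0.558 across probe sets, which are not independent replicates, against 0.501 ± 0.0051 (SD of 30 simulations) when simulated with shared controls. The covariance was 0.00727 against 0.00578 ± 0.0001 (SD) simulated, and 68.8% of probe sets had the same sign against 66.7%. The simulation drew the noise of each probe set separately and gave each group the same spread, so its SD is too small to judge the excess. The 3 CALRwt arrays cannot be split into parts of at least 2, so part of the excess may come from the shared controls.

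Most of the variance in expression lay between sample numbers and not between CALRwt and the mutants. The first principal component held 48.7% of the variance, of which 97.9% lay between numbers, and the second held 30.4%, of which 99.6% lay between numbers. CALRwt and the mutants differed most on the third component, which held 5.64% of the variance with 41.4% of it between them. Over all components, 4.18% of the variance lay between CALRwt and the mutants, where an arbitrary split of the 9 arrays gives 12.5%, and 78% lay between numbers. With each probe set scaled to unit variance, 8.89% lay between CALRwt and the mutants and 50.6% between numbers. With the mean of each number removed the share between CALRwt and the mutants was 19%, against 16.7% by chance. On the first component of those values CALRwt 1 and 61 lay at -21.1 and -19.1 and CALRwt 51 at 5.6, among the mutants.

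**Figure D4:**
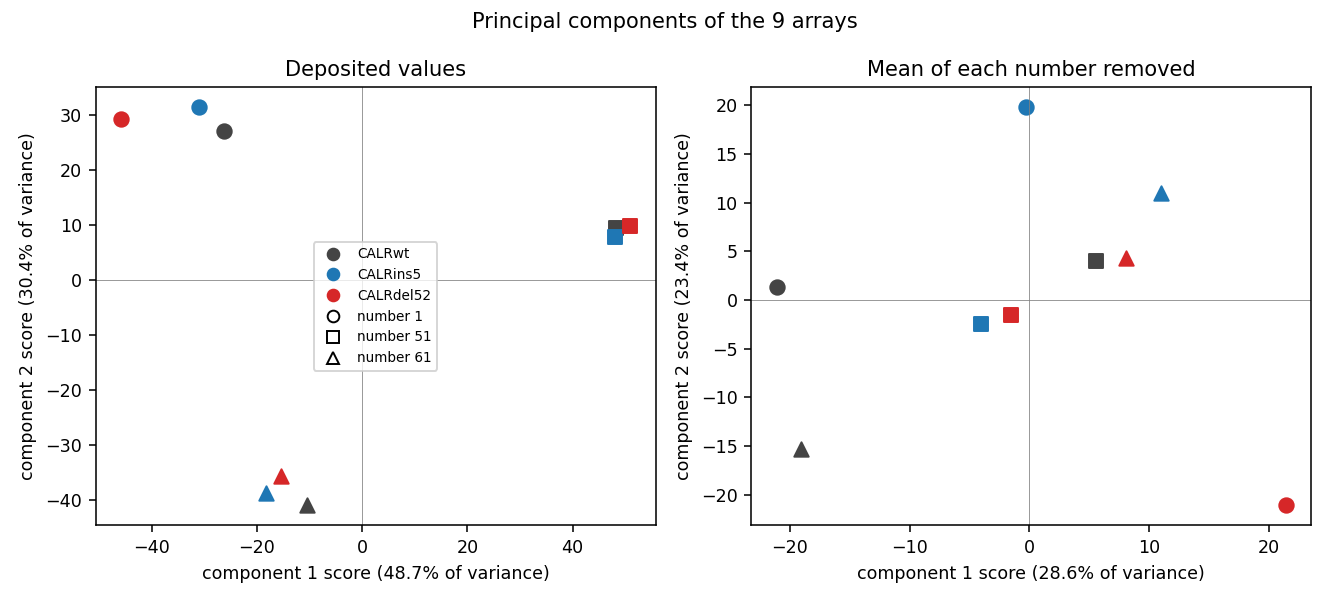
Scores of the 9 arrays on components 1 and 2 for the deposited values (48.7% and 30.4% of variance) and with the mean of each number removed (28.6% and 23.4%); colors give the group and symbols the number. The deposited values form 3 groups by number, and after removal CALRwt 51 lies on the other side of 0 from CALRwt 1 and 61.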

Values the study reported

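The paper describes 3 independent experiments and selects transcripts that differ in both mutants at an unadjusted p-value below 0.01 in an analysis of variance. It reports that the samples of both mutants grouped together in its principal component analysis, clearly apart from CALRwt.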

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

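The tests of RNA quality and of a single experiment behind OXR1, and leaving out the arrays of a number, were chosen only after the result was seen. The list tests of CALRdel52 against CALRins5 called 8 lists, which passed camera's test of the difference between the mutants. PERK-ATF4 targets had a median of -0.334, immediate-early genes -0.165 and ERK-MAPK feedback targets -0.126. Cytosolic heat shock proteins had 0.147, cholesterol synthesis 0.107, proteasome subunits 0.061, MYC targets and ribosome biogenesis 0.061, and E2F and DNA replication genes 0.051. Each call was lost with an estimated correlation (adjusted p = 0.804 with an estimated correlation) and ended without CALRdel52 1. That fit had no block and let differences between numbers into the contrast, but each call also ended without all arrays of number 1. Whether the mutants differed therefore stays open. The estimated correlation called 0 of 20 simulated list shifts in mutants against CALRwt, and this was not simulated for CALRdel52 against CALRins5.

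PERK-ATF4 targets were lower in CALRdel52 than in CALRwt, by a median of -0.235. A single experiment may carry the shift of the median: the highest of the medians in the 3 numbers was 0.007, where a shift present in each would have stayed below -0.1, and the lowest was -0.708, while DDIT3 and PPP1R15A were lower in number 61 too (-0.68 and -0.49). Poorer RNA of the CALRdel52 samples cannot be told apart from no difference in quality, since the mean difference in log2 3' over 5' signal was -0.01 for ACTB and 0.013 for GAPDH, with 3 pairs and opposite signs; in number 1 ACTB differed by -0.21. Another control, the 5' signal of ribosomal RNA, was 10.69 in CALRdel52 1, 9.19 in CALRwt 1 and 9.35 in CALRins5 1, against 10.11 to 10.59 in number 51 and 8.35 (CALRins5) to 10.1 (CALRwt) in number 61, where the spread was wider and the median 0.007, so the quality of that sample's RNA stays open. An effect of the deletion form on ATF4 signaling that varies between cultures stays open and untested, and so does a difference in the state of 1 culture at harvest.

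The arrays differed by sample number far more than by CALR status, with 78% of the variance between numbers. Background signal of dim probe sets is argued against, since the share was 81.9% among probe sets at or above the median level. RNA quality that differs between numbers stays open: the ranges of log2 3' over 5' signal overlapped for 1 of 3 pairs of numbers for ACTB and for 2 for GAPDH. Drift between sublines of K562 and separate culture or hybridization days were not tested.

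OXR1 differed in the mutants by -0.22 on its brightest probe set, without passing the test. A single experiment may carry this difference too, since the highest of the 3 numbers' differences was 0 (number 51) and the lowest -0.60 (number 1). In numbers 1, 51 and 61 its other probe sets differed by -0.51, -0.16 and -0.33 on a dim one (level 3.68) and by -0.51, -0.01 and -0.38 on the brighter one, so a difference in number 51 rests on the dim one, and a difference in number 61 stays open.

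Chance cannot be excluded for the counts of mutants against CALRwt. With 2 groups, 66 of the 84 splits of the 9 arrays into 6 and 3 gave at least as many probe sets at an unadjusted p under 0.01 as the real 56, and the highest other split, the 3 arrays of number 51 against the rest, gave 9230, which points to the structure by number. For the lists it was 77 of 84 splits, with 1 in the real split and 14 in the highest other. Among the 27 splits with 1 array of each number, which part all numbers as the real one does, 9 gave as many probe sets, at most 171, while the remaining splits gave 87 to 9230. With the block, 8 of these 27 splits gave as many probe sets as the real 457 (highest other 1012) and 21 gave as many lists as the real 5 (highest other 13). For the probe sets in both mutants, 91 of 100 splits drawn gave as many as the real 4, and the highest other, which parts number 61 from the rest, gave 2427. The draw did not balance the numbers, so differences between numbers could enter these splits and their share says little about the real 4.

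For 3 arrays against 3, fitted on those 6 arrays alone, the 10 splits are too few for a share under 0.05. In CALRdel52 against CALRwt 9 of 10 splits gave as many probe sets as the real 13 (highest other 1561) and 8 as many lists as the real 4 (highest other 11). In CALRins5 against CALRwt 8 of 10 gave as many probe sets as the real 17 (highest other 1254). In CALRdel52 against CALRins5 9 of 10 gave as many probe sets as the real 6 (highest other 1910), and 6 of 10 as many lists as the real 8 (highest other 12). Among the 4 splits of each that part all numbers, 3, 2 and 3 gave as many probe sets, with at most 60, 85 and 7 in another split. Of these 4, 2 gave as many lists in CALRdel52 against CALRwt (highest other 4) and 2 in CALRdel52 against CALRins5 (highest other 10).

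With the block, again fitted on 6 arrays, so that the real counts differ from those of the fit of all 9, 2 of the 4 splits that part all numbers gave as many probe sets in CALRdel52 against CALRwt as the real 209 (highest other 565), and only the real 1 gave 11 lists (highest other 9). In CALRins5 against CALRwt 2 of 4 gave as many probe sets as the real 247 (highest other 866), and 4 of 4 as many lists as the real 1 (highest other 8). In CALRdel52 against CALRins5 only the real split gave 384 probe sets (highest other 239), and 2 of 4 gave 11 lists, while the fit of all 9 arrays with the block gave 263 probe sets against 528 in simulated unchanged groups. The 4 splits are too few for a share under 0.05.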

How the results depend on the processing

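Leaving out the arrays of a number, the analysis of variance with the block, number 1 left out with the block, and the list counts outside mutants against CALRwt were chosen after seeing the data. The count of 0 probe sets past an adjusted p of 0.05 (limma) stayed 0 in all 4 comparisons under every alternative but 1: the analysis of variance with the block called 1 probe set in mutants against CALRwt, 1 in CALRdel52 against CALRwt and 1 in CALRdel52 against CALRins5, each PFN3 (level 2.02, near background, named after its values were seen), where the 3 differences had almost no spread. Without any single array the smallest adjusted p was 0.291, and the probe sets at an unadjusted p under 0.01 ranged from 22 to 147, 18 to 133, 26 to 190 and 10 to 123 in the 4 comparisons. OXR1 kept its sign under each alternative, at -0.28 to -0.14 without single arrays. Of 3314 combinations of a named gene and an alternative, 0 passed and 13 moved by more than the spread. The block changed no other call than those given here and beside the results.

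The 4 probe sets of both mutants became 80 with the block, 35 with the analysis of variance, 128 with both, 11 with a robust prior that follows the level, 1 with the filter, 7 with median centring, 8 with array weights and 1 with 1 probe set per gene. Without numbers 1, 51 and 61 they were 1, 61 and 2, and 66 without number 1 with the block. Single arrays left out gave 2 to 42. With 1 probe set per gene the second ATP2A2 probe set and those without a single symbol were not tested; for the others the cause was not tested.

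The 1 list of mutants against CALRwt became 5 with the block, 0 with an estimated correlation, 0 with fry and 2 with the mean of a gene's probe sets. Without numbers 1, 51 and 61 it was 0, 2 and 2, and 2 without number 1 with the block. The 4 lists of CALRdel52 against CALRwt became 10 with the block, 7 with the filter, 0 with an estimated correlation, 0 with fry, 2 without number 1 with or without the block and 9 without number 51. The 0 lists of CALRins5 against CALRwt became 1 with the block and 3 without number 51. The 8 of CALRdel52 against CALRins5 became 0 with an estimated correlation, with fry, and without number 1 with or without the block. Single arrays left out gave 0 to 6, 0 to 8, 0 to 3 and 1 to 10 lists. Leaving out 1 array also lets differences between numbers into the contrast. The cause of these changes was not tested.

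List medians without single arrays ranged, for mutants against CALRwt, from -0.286 to 0.095 for PERK-ATF4 targets (0.05 without CALRwt 51). For CALRdel52 against CALRwt they ranged from -0.59 to 0.159 for PERK-ATF4 targets, 0.003 to 0.152 for proteasome subunits, -0.209 to -0.012 for immediate-early genes and 0.011 to 0.121 for E2F genes. For CALRdel52 against CALRins5 they ranged from -0.676 to 0.096 for PERK-ATF4 targets, -0.015 to 0.1 for proteasome subunits, 0.059 to 0.225 for heat shock proteins, -0.289 to 0.015 for ERK-MAPK targets, -0.201 to -0.082 for immediate-early genes, -0.009 to 0.129 for E2F genes, 0.001 to 0.198 for MYC targets and -0.059 to 0.298 for cholesterol synthesis. In this comparison E2F genes also turned to -0.001 without CALRins5 61 and to -0.007 without number 1 with or without the block, MYC targets to -0.004 without number 1 with or without the block, and cholesterol synthesis to -0.046 without CALRins5 51. The share of variance between CALRwt and the mutants, 4.18%, became 8.89% with scaled probe sets and 19% with the mean of each number removed (the block), where chance gives 16.7%. Signal over background limits dim genes such as NGFR and ERN1.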

Other observations

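All tests of differences between sample numbers were chosen after the result was seen. A number stands for a single clone or experiment, so the SEs and p-values here measure the spread between arrays within numbers. They do not measure how independent clones or experiments vary. Genes of the erythroid lineage differed between the numbers, each with 1 array of every group. In number 1 against 51 and 61, AHSP, the chaperone of alpha globin, was higher by 2.99 ± 0.13 (SE), HBD by 2.99 ± 0.08, HBB by 1.98 ± 0.10 and the erythroid transcription factor gene KLF1 by 1.19 ± 0.10, while GATA1 differed by 0.18 ± 0.07 and did not pass (limma, adjusted p = 0.125). Of 37 erythroid genes 25 rose and 1 fell over all probe sets, with a median of 0.531 (camera, adjusted p = 1.13e-12, and adjusted p = 0.421 with an estimated correlation; fry, adjusted p = 0.00277). In number 61 against the others 21 of the 37 fell and 0 rose, with a median of -0.366 (camera, adjusted p = 2.14e-10, and adjusted p = 0.709 with an estimated correlation; fry, adjusted p = 0.00788). In number 51 against the others 9 rose and 14 fell, with a median of -0.087 (camera, adjusted p = 0.553, and adjusted p = 0.906 with an estimated correlation; fry, adjusted p = 0.129), yet the named genes were low there: HBD differed by -2.64 ± 0.08 (SE) in number 51 and by -0.35 ± 0.08 in number 61, AHSP by -1.56 ± 0.13 and -1.43 ± 0.13, HBB by -1.32 ± 0.10 and -0.66 ± 0.10 and KLF1 by -0.73 ± 0.10 and -0.46 ± 0.10. The genes named here were chosen after their values were seen.

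PERK-ATF4 targets were higher in number 51 than in the others, with 20 of 35 genes past the test and a median of 0.691 (camera, adjusted p = 9.33e-09, and adjusted p = 0.751 with an estimated correlation; fry, adjusted p = 0.0494), and CTH was higher by 2.65 ± 0.45 (SE). They were lower in number 1, with 22 of 35 genes past the test and a median of -0.529 (camera, adjusted p = 8.39e-11, and adjusted p = 0.477 with an estimated correlation; fry, adjusted p = 0.0598, not past 0.05). CALRdel52 1 is among the arrays of number 1, and the median of this list there differed from CALRwt 1 by -0.708. Part of the shift of number 1 may rest on that array, and how much was not tested. Of 13 mast cell and basophil genes 5 rose and 1 fell in number 1, with a median of 0.161 (camera, adjusted p = 0.00164, and adjusted p = 0.421 with an estimated correlation; fry, adjusted p = 0.000718). In number 61 1 rose and 6 fell, with -0.116 (camera, adjusted p = 0.0104, and adjusted p = 0.709 with an estimated correlation; fry, adjusted p = 0.00694), and in number 51 1 rose and 6 fell, with -0.095 (camera, adjusted p = 0.0505, and adjusted p = 0.751 with an estimated correlation; fry, adjusted p = 0.00436). Cholesterol synthesis genes were lower in number 51, with 16 of 21 past the test and a median of -0.412 (camera, adjusted p = 1.67e-06, and adjusted p = 0.751 with an estimated correlation; fry, adjusted p = 0.00436). Histone genes were higher in number 1, with 17 of 30 past the test and a median of 0.551 (camera, adjusted p = 4.83e-07, and adjusted p = 0.421 with an estimated correlation; fry, adjusted p = 0.00919). Single genes differed widely: the granule protein gene PRG2 was higher by 4.11 ± 0.17 (SE) in number 1, S100P differed by -4.06 ± 0.16, HEPACAM2 higher by 2.89 ± 0.09 in number 51, and COL15A1 and the chemokine gene CXCL8 higher by 2.79 ± 0.18 and 2.09 ± 0.15 in number 61. Limma called 4969 probe sets higher and 5430 lower in number 1, 6830 and 6398 in number 51, and 4250 and 4490 in number 61, each against the other numbers. These counts too rest on the spread within numbers. The 93 array control probe sets held 0 past an adjusted p of 0.05 between CALR groups in each comparison (limma), with or without the block. At an unadjusted p under 0.05 there were 2, 3, 5 and 1 without the block, and 5, 4, 6 and 5 with it.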
